A study of Mus musculus with 18 samples.

How the data were processed

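Single-cell RNA sequencing libraries of C57BL/6 mouse embryos at embryonic day (E) 6.75 and E7.5 were analysed. Per the labels, there were 6 libraries of hand-picked E6.75 cells and 12 libraries of E7.5 cells sorted by flow cytometry, each made from 96 cells. The E6.75 cells were processed with CEL-Seq2 and the E7.5 cells with mCEL-Seq2, its small-volume robotic form, per the labels' protocols and the series' design text. Both methods give each cell's polyadenylated RNA a cell barcode and a unique molecular identifier (UMI), so that amplified copies of 1 molecule are counted once. Per the labels' protocols, the extraembryonic part was removed from E6.75 embryos, which were dissociated singly. E7.5 embryos were trimmed below the chorion, which kept extraembryonic mesoderm, and those of 1 or 2 litters were pooled. Stage, way of collecting cells and protocol version therefore changed together, and no fit could separate them. Which embryo a cell came from was not known here. The design text gave 576 cells at E6.75, which matches the barcodes in use, and 1172 cells at E7.5, where the libraries used 1152 barcodes.

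The deposited values were expected counts of transcripts per gene and cell barcode, in 192 barcode columns per library. Every nonzero value equalled −K ln(1 − k/K) for a whole number k with K = 4096, to within 4.09e-12. The authors had thus corrected k observed UMIs for collisions among 4096 UMI sequences, and no depth normalisation was present. The aligner, the counting program, the genome build, the annotation and any use of strand were not stated in the labels. The correction raises high counts more than low ones, so observed UMIs were tried as an alternative. The expected counts were rounded to whole numbers before count tests. The files named 23093 features, of which 74 were ERCC spike-ins, 22 were mitochondrial genes and 22997 were nuclear genes. Depth and all tests used nuclear genes only.

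Each library filled 96 of the 192 columns, found as the set of columns holding 96.7% to 99.97% of its transcripts. Cells with at least 2000 transcripts were kept, and libraries with at least 10 kept cells entered tests, which left out E7.5 replicate 5 (0 kept cells) from all but the test of depth per used barcode. No doublet caller was run on these hand-picked or sorted cells. Cells above 3 times their library's median depth were instead left out as an alternative for co-detection. A chi-square comparison of counts over genes gave at least 3.46 per degree of freedom for every pair of E6.75 replicates and at least 2.11 for every E7.5 pair, so no library was a second count of the same cells. Such a test cannot find libraries that share embryos. Replicates 2_13 and 2_14 were closest at E6.75 (3.46, against 8.06 to 19.2 for the other pairs). E7.5 replicates 9 to 12 gave 2.52 to 3.50 among themselves, against 3.71 to 10.1 with the other E7.5 replicates. All libraries were treated as independent, which was not tested, and the unevenness of these values leaves it in doubt. If some libraries share embryos or a pool, p-values over libraries are too small.

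Cells were clustered within each stage with scanpy 1.11.5 and igraph 0.11.9 (counts per 10000 on a natural log scale, 2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1). Ribosomal protein genes, Kcnq1ot1 and sex-linked genes (Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d, Uty) were left out of the variable genes. Clusters were named "X-like" from 14 lists of marker genes. The markers were fixed in advance, while the scoring rule was set after the clusters were seen. A name needed a mean log2 fold of its markers of at least 0.1 over the other cells of the stage, 3 markers each detected in 25% of the cluster's cells, and no other class with more markers among the 10 leading genes. A cluster under 1/3 of its libraries' depth and with no marker of its class among those genes stayed unnamed. At E7.5, 1 epiblast-like cluster of 41 cells had a median depth of 0.248 of its libraries' medians but kept its name, with 3 markers among its leading genes. The names are relative to the cells of 1 stage, so class shares were not tested between stages.

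For gene tests, rounded transcripts were summed per library over all kept cells, over epiblast-like cells (libraries with at least 5), or over 2 gates. The Mesp1 gate held cells with at least 1 transcript of Mesp1 and none of Foxa2, and the Foxa2 gate the reverse. Visceral endoderm-like and extraembryonic ectoderm-like cells were left out before gating, and a library entered with at least 3 cells in each gate. Sums were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr, the quasi-likelihood F test) with Benjamini-Hochberg adjustment at 0.05. Gate tests had the library as a block, and the change between stages was the gate-by-stage interaction. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) with fry beside it, adjusted over 7 lists and both stages. The 7 lists were mesoderm, endoderm and axial, FGF, WNT and NODAL pathway, mesenchymal, and epithelial genes. A further list of 15 immediate early and heat shock genes was tested between stages.

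Named genes followed a rule. The 12 genes Eomes, T, Mesp1, Foxa2, Sox17, Lefty2, Mixl1, Pou5f1, Nanog, Sox2, Fgf5 and Otx2 were named in every comparison that tested them. Up to 5 further genes per direction had the largest log2 fold change among those with an adjusted p under 0.05 and a mean log2 CPM (counts scaled to a common library size) of at least 5. They also had the same sign in every library for gate tests, or library ranges that did not overlap for the other tests. Genes that define a gate or a class were not results of the test on it. The samples, designs, marker lists, gene lists, naming rule for genes and alternatives were fixed before the data were examined, except where an alternative is said to have been chosen later.

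Co-detection of 2 genes was the log2 of (cells with both + 0.5) over (cells expected with both under independence within the library + 0.5), per library. It was compared with 0 by an exact two-sided sign-flip permutation test over libraries, with 8 pairs of genes in 2 stages as a family of 16 tests. Shares of cells with a gene were taken after thinning each kept cell to 2000 transcripts, which left out 33 of 576 barcodes at E6.75 and 723 of 1152 at E7.5. They were compared by an exact two-sided permutation test of library means with scipy 1.17.1, and the 12 genes were a family. A count of 0 was taken to allow up to 3 counts. Intervals are 95% exact Clopper-Pearson intervals and, like these limits, cover counting error only.

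The fits were tested on simulated counts with 200 genes changed by 2 on the log2 scale, drawn from each comparison's own means and library sizes. The edgeR fit recovered 99% of them for the comparison of stages (9833 genes simulated), 100% for epiblast-like cells (7606), 96% for the E6.75 gates (7404), 96.5% for the E7.5 gates (4236) and 79.5% for the interaction (7440). False calls made up 4.81%, 1.48%, 4%, 2.53% and 12.2% of the calls, so the interaction exceeded the 5% aimed for. Under independence, simulated co-detection at E7.5 had a mean log2 ratio of −0.20 in place of 0, and 8.4% of 500 runs reached p under 0.05. At E6.75 the mean was −0.065 and no run could reach it.

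Alternatives were DESeq2 1.42.0 with its own size factors, no filter on low counts, other minimum depths per cell, observed UMIs, thinned cells, other gates and excluded cells, no library block, E6.75 libraries whose title number starts with 2 only, other cluster settings, and leaving out each library in turn. Positions of named genes come from GENCODE M21 on GRCm38, matched by symbol, since the build behind the counts was not stated. Of 58 symbols, 57 were found. By this annotation 12 of them overlap another gene on the same strand and 16 on the opposite strand, so that counts of such genes could be split between the overlapping genes.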

Results

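The series title names the order in which mesoderm and endoderm lineages segregate in the mouse embryo as the purpose of the study. Mesp1 is a transcription factor gene of early mesoderm, and Foxa2 is one of definitive endoderm, axial mesoderm and visceral endoderm. Eomes and T are transcription factor genes of the primitive streak, from which both lineages arise. In the GRCm38 annotation, Mesp1 lies on chromosome 7 at 79792241 to 79793788 (minus strand), Foxa2 on chromosome 2 at 148042877 to 148046969 (minus strand), Eomes on chromosome 9 at 118478212 to 118486132 (plus strand) and T on chromosome 17 at 8434423 to 8442496 (plus strand).

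The data held 6 libraries of hand-picked E6.75 cells and 12 libraries of sorted E7.5 cells, with 96 used barcodes each. At E6.75, the total number of nuclear transcripts was 3036951 in replicate 1_10, 3437072 in 1_11, 3633328 in 2_9, 2929769 in 2_12, 5486857 in 2_13 and 5151569 in 2_14. At E7.5, it was 2127298 in replicate 1, 2624060 in 2, 1664984 in 3, 1351388 in 4, 3041 in 5, 952936 in 6, 1727873 in 7, 632856 in 8, 517752 in 9, 713264 in 10, 772281 in 11 and 830091 in 12. Of 576 barcodes at E6.75, 543 held at least 2000 transcripts and were kept, and of 1152 at E7.5, 429 were kept. The number of kept cells ranged from 85 to 96 per library at E6.75 and from 0 to 71 at E7.5. The share of transcripts from mitochondrial genes was 13.7% to 18.7% per library at E6.75 and 9.09% to 14.4% at E7.5.

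The comparison of depth addresses how far the collections differ. Log2 median transcripts per used barcode averaged 15.0 (SD 0.580, n = 6) at E6.75 and 9.52 (SD 3.98, n = 12) at E7.5, a difference of −5.48 (p = 0.0036, exact two-sided permutation test). With the mean in place of the median, the difference was −2.50 (p = 0.00943, exact two-sided permutation test), so its size depends on this choice. Among kept cells alone, the difference was −0.19 (p = 0.463, exact two-sided permutation test). Cells are kept by their depth, so the comparison of kept cells cannot show whether depth was lost.

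**Figure D1:**
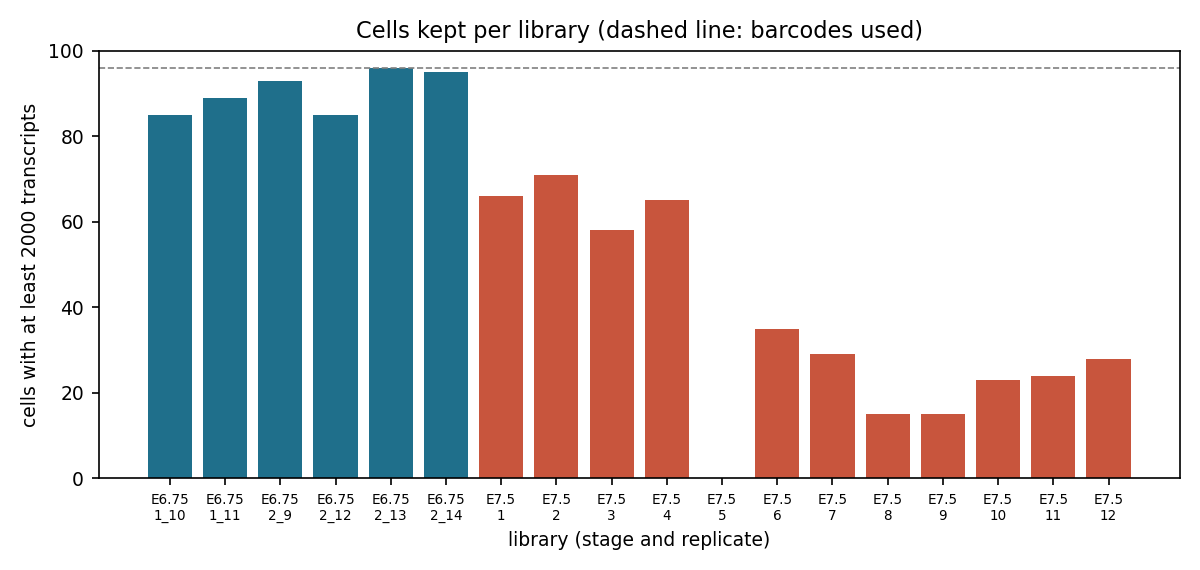
Bars give the number of cells with at least 2000 transcripts (vertical axis) in each library (horizontal axis), blue for E6.75 and red for E7.5, and the dashed line the 96 barcodes used. All 6 E6.75 libraries kept at least 85 cells, while the E7.5 libraries kept between 0 and 71.

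Clusters named from marker genes describe which cells each stage held. At E6.75, the mean share of kept cells per library was 50.7% ± 13.8 (SD, n = 6) for epiblast-like cells and 20.1% ± 11 for primitive streak-like cells. It was 7.22% ± 5.15 for visceral endoderm-like cells and 2.66% ± 2.88 for extraembryonic ectoderm-like cells, and 19.3% ± 13.5 stayed unnamed. At E7.5, the shares were 37.7% ± 18.2 (SD, n = 11) for epiblast-like, 24.02% ± 11.6 for paraxial mesoderm-like, 16.5% ± 12.9 for primitive streak-like and 11.3% ± 6.64 for extraembryonic and lateral mesoderm-like cells. Definitive endoderm-like cells made up 4.04% ± 3.61, blood and endothelial progenitor-like cells 2.92% ± 3.46, node and notochord-like cells 2.04% ± 2.64 and extraembryonic ectoderm-like cells 1.45% ± 2.31. When both stages were clustered together, the mean share of E7.5 epiblast-like cells moved to 1.41%, so that name depends on which cells a cluster is compared with.

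The comparison of whole libraries addresses how expression differs between E6.75 and E7.5, with way of collecting cells and protocol differing too. It had 6 and 11 libraries, whose sums over kept cells ranged from 488326 to 5486857 transcripts. Of 9998 genes tested, 3879 differed (edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p < 0.05), with 1997 higher and 1882 lower at E7.5. The ranges of the libraries did not overlap for 860 genes, or 8.60% of those tested, where chance gives 0.0162%. Thinning each cell to 2000 transcripts moved the count most, to 610 of 2837 genes tested, of which 560 were among the 3879. With the 4 E6.75 libraries of prefix 2 alone, 2912 genes differed, of which 2716 were among them.

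The genes that rose most under the naming rule were Hoxb1, Nkx1-2, Pcdh19, Gbx2 and Nrp1, with log2 fold changes of 6.92 (SE 0.484), 6.03 (SE 0.558), 5.80 (SE 0.333), 5.55 (SE 0.570) and 4.36 (SE 0.307) and edgeR adjusted p of at most 2.33e-07. Hoxb1 (chromosome 11, 96365752 to 96368256, plus strand) went from 1.02 ± 1.25 CPM (SD, n = 6) to 150 ± 75.9 CPM (SD, n = 11). The annotated span of Nkx1-2 overlaps that of Fgfr2 on the same strand. Those that fell most were Dppa5a, Pmepa1, Egr1, Utf1 and Gm43041, with log2 fold changes of −3.22 (SE 0.234), −3.04 (SE 0.380), −2.83 (SE 0.234), −2.70 (SE 0.313) and −2.66 (SE 0.227) and edgeR adjusted p of at most 2.76e-06. Utf1 went from 602 ± 174 CPM (SD, n = 6) to 95.6 ± 52.9 CPM (SD, n = 11), and Gm43041 (chromosome 5, 59953511 to 59956140) has the annotated type TEC, not protein coding.

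Of the 12 fixed genes, 6 differed between stages over all genes tested, and 6 did so adjusted over the list alone. T rose by 2.63 (log2; SE 0.543, edgeR adjusted p = 0.000633), from 68.1 ± 70.7 CPM (SD, n = 6) to 429 ± 271 CPM (SD, n = 11). Sox17 rose by 2.36 (SE 0.641, adjusted p = 0.00607). Fgf5, Otx2, Nanog and Pou5f1 fell, with log2 fold changes of −2.23, −1.43, −1.20 and −0.51 and edgeR adjusted p between 6.64e-07 and 0.00905. Mesp1 had a log2 fold change of 1.67 (SE 0.737, edgeR adjusted p = 0.0775) and Eomes one of −1.11 (SE 0.486, adjusted p = 0.0757). Mesp1 passed under 1 alternative and stayed short under 23, and Eomes passed under 5 and stayed short under 20. Foxa2, Lefty2, Mixl1 and Sox2 did not differ either, with log2 fold changes of −0.58, 0.89, −0.03 and −0.39. Among the 13 tested genes of the list of immediate early and heat shock genes, 9 differed and none of these was higher at E7.5. The 9 were Egr1, Zfp36, Dusp1, Jun, Jund, Fos, Ier2, Fosb and Junb, with no heat shock gene among them. The list's median log2 fold change was −1.86 (camera p = 3.43e-11, fry p = 2.10e-08). Immediate early transcripts were thus more abundant in the hand-picked libraries, while no single heat shock gene differed.

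The comparison of epiblast-like cells addresses how cells given this name within their own stage differ between stages, with 6 libraries at E6.75 and 9 at E7.5. With both stages clustered together, 5 E7.5 cells (1.41% on average) were epiblast-like and 118 (30.7%) were anterior and neural ectoderm-like, so the comparison does not hold the kind of cell fixed. Of 7818 genes tested, 2094 differed (edgeR, adjusted p < 0.05), with 1114 higher and 980 lower at E7.5. Ranges did not overlap for 482 genes, or 6.17%, where chance gives 0.03996%, and 481 of these differed by edgeR. Irx3 rose by 7.31 (log2; SE 0.510, edgeR adjusted p = 9.69e-10), from 0.416 ± 0.371 CPM (SD, n = 6) to 79.2 ± 40.9 CPM (SD, n = 9). Irx5, Foxb1, Ccnd2 and Sall3 rose by 7.23, 6.63, 3.64 and 3.54 on the log2 scale. Zfp36, Smad7, Fos, Dppa5a and Egr1 fell, with log2 fold changes of −3.25, −3.11, −3.01, −2.91 and −2.84. The spans of Irx3 and Irx3os overlap on opposite strands. Among the fixed genes that are no epiblast markers, 5 passed the filter and were tested. Of these 5, 3 differed, and 4 adjusted over the list alone. All 5 are markers of other classes and so also bear on which clusters were named epiblast-like. T and Eomes mark primitive streak, Lefty2 nascent mesoderm, and Sox2 and Otx2 anterior and neural ectoderm. T rose by 2.96 (log2; SE 0.547, adjusted p = 0.000325), Sox2 rose by 0.70 (SE 0.208, adjusted p = 0.0153) and Otx2 fell by 0.67 (SE 0.132, adjusted p = 0.000624). Eomes (0.41, adjusted p = 0.646) and Lefty2 (−1.32, adjusted p = 0.102) did not differ.

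The share of cells with a transcript addresses how common each gene was at equal depth. After thinning to 2000 transcripts, Mesp1 was found in 2.27% ± 3.53 of cells (SD, n = 6) at E6.75 and 12.5% ± 7.40 (SD, n = 11) at E7.5, 10.2 points higher (p = 0.00541, exact two-sided permutation test; adjusted p = 0.0130 over 12 genes). Without thinning, its shares were 8.74% and 35.5%. With at least 2 transcripts required, the difference was 1.86 points (p = 0.377, exact permutation test). T was found in 8.31% ± 8.89 and 34.6% ± 13.9 of thinned cells (exact permutation p = 0.00137, adjusted p = 0.00533), and in 28.02% and 63.2% without thinning. With prefix 2 alone at E6.75, the differences were 9.07 points for Mesp1 (p = 0.0381) and 22.4 points for T (p = 0.0125), by the same exact test. Prefix 1, with 2 libraries, was not tested alone.

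Foxa2 was found in 7.14% ± 5.72 (SD, n = 6) and 4.06% ± 2.56 (SD, n = 11) of thinned cells (p = 0.143, exact permutation test), and in 23.7% and 14.1% without thinning. Without E6.75 replicate 1_10, the Foxa2 difference was −4.51 points (p = 0.0295), and with prefix 2 alone it was −6.09 points (p = 0.00586), by the same exact test. It was −1.15 points (p = 0.489) with visceral endoderm-like and extraembryonic ectoderm-like cells left out, by the same exact test. The Foxa2 difference was −0.095 points (p = 0.952) thinned to 1000 transcripts and −3.80 points (p = 0.214) to 4000. It was −7.46 points (p = 0.0482) thinned to 10000, by the same exact test, so the result depends on depth. Eomes was found in 30.4% ± 10.0 and 18.1% ± 15.2 of thinned cells (p = 0.0986, exact permutation test), and in 81.3% and 50.7% without thinning. By the same exact test, the Eomes difference had p = 0.00436 without thinning, 0.0147 thinned to 1000 transcripts, 0.0391 to 4000 and 0.0152 to 10000, so the result at 2000 differs from those at the other depths. It was −15.6 points without E7.5 replicate 6 (p = 0.0154) and had p = 0.0513 with prefix 2 alone, 0.140 with visceral endoderm-like and extraembryonic ectoderm-like cells left out and 0.102 with at least 2 transcripts, by the same exact test. Shares of Otx2 (57.2% and 23.9%), Fgf5 (29.2% and 9.33%) and Nanog (20.5% and 9.42%) were lower at E7.5, with adjusted exact permutation p of 0.00097, 0.00145 and 0.00533. For Otx2 the raw p of 8.08e-05 is the smallest that 12376 permutations can give. Pou5f1 (50.5% and 38.8%) had p = 0.0415 and an adjusted p of 0.0831 by this permutation test, and Sox17, Lefty2, Mixl1 and Sox2 did not pass either.

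**Figure D2:**
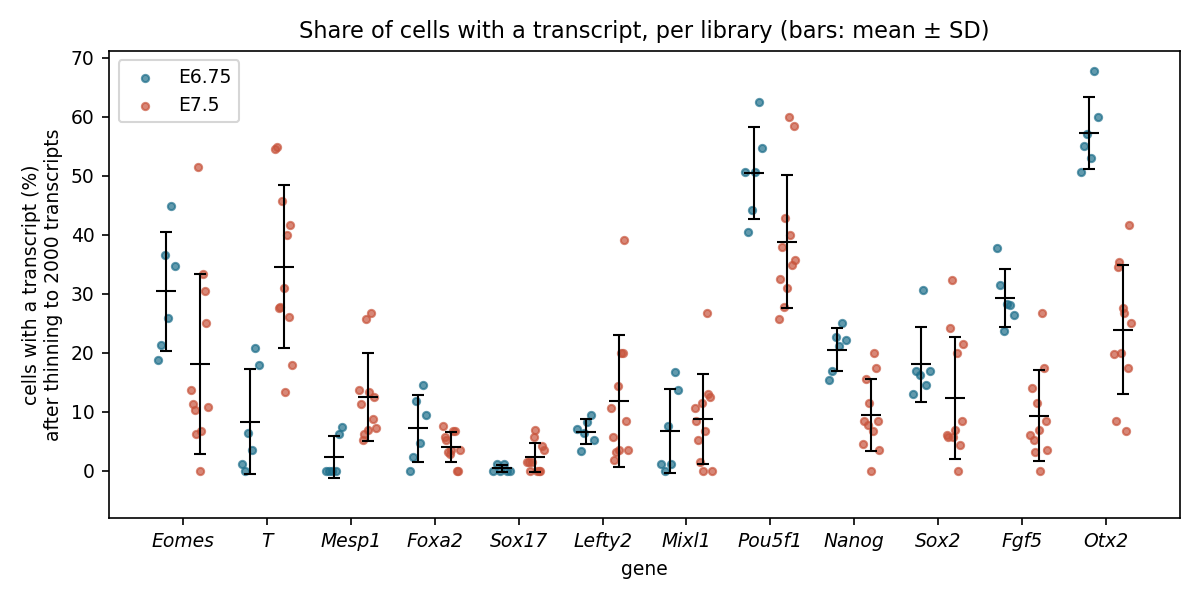
Points give the percentage of cells with at least 1 transcript after thinning to 2000 transcripts (vertical axis) for each of 12 genes (horizontal axis), 1 point per library, blue for E6.75 (n = 6) and red for E7.5 (n = 11), with mean ± SD. Mesp1 and T were found in more cells at E7.5, Otx2, Fgf5 and Nanog in fewer.

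Cells of classes that should lack a gene show the background. At E6.75, 1 of 40 visceral endoderm-like cells held Mesp1 (2.5%, 95% interval 0.0633% to 13.2%, median depth 24031.5 transcripts). It was held by 27.0% of primitive streak-like cells (30 of 111, median depth 53899) and 5.47% of epiblast-like cells (15 of 274, median depth 49691). The epiblast-like share lay within the wide interval of the visceral endoderm-like share, so background and expression could not be separated for these 15 cells, which were kept as Mesp1 cells. At E7.5, Mesp1 was held by 68.9% of paraxial mesoderm-like cells (median depth 35306) and 6.67% of definitive endoderm-like cells (median depth 42651). Foxa2 was held by 93.3% of definitive endoderm-like and 85.7% of node and notochord-like cells (median depth 25062) but by 3.57% of extraembryonic and lateral mesoderm-like cells (median depth 32689.5). Foxa2 is among the markers that name definitive endoderm-like cells, so its share in that class is in part set by the naming. The Foxa2 share was 7.77% in paraxial mesoderm-like cells (8 of 103, 95% interval 3.41% to 14.7%) and 6.25% in blood and endothelial progenitor-like cells (1 of 16). It was 10.5% in epiblast-like cells and 11.9% in primitive streak-like cells. Both of these shares lay within the paraxial mesoderm-like interval, so background and expression of Foxa2 could not be separated for these cells. At E6.75, Foxa2 was held by 77.5% of visceral endoderm-like, 43.2% of primitive streak-like and 12.8% of epiblast-like cells.

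Co-detection addresses whether Mesp1 and Foxa2 occurred in the same cells, with visceral endoderm-like and extraembryonic ectoderm-like cells left out. At E6.75, 49 of 489 cells held Mesp1, 99 held Foxa2 and 20 held both, where 16.8 were expected under independence within libraries. The mean log2 ratio was 0.16 (SD 0.221, n = 6 libraries), and p was 0.25 by the exact two-sided sign-flip permutation test. Only 3 libraries held both genes, so 0.25 is the smallest p possible, and a departure from independence was not detectable. All 49 Mesp1 cells were in replicates 2_9 (5 cells), 2_13 (27) and 2_14 (17). Replicates 1_10, 1_11 and 2_12 had 0 of 80, 0 of 84 and 0 of 75 cells, which allows shares of up to 3.75%, 3.57% and 4%. The E6.75 ratio changed sign to −0.04 when visceral endoderm was left out by marker transcripts and to −0.05 without cells above 3 times the median depth. The cut by marker transcripts kept cells with fewer than 5 transcripts of the visceral endoderm markers. It left 286 of 543 E6.75 cells, and 6 with both genes, though only 40 cells were visceral endoderm-like. That change of sign therefore cannot be put down to visceral endoderm.

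At E7.5, 137 of 423 cells held Mesp1, 61 held Foxa2 and 12 held both, against 20.9 expected. The mean log2 ratio was −0.88 (SD 0.646, n = 11) and lay below 0 in 11 of 11 libraries (p = 0.000977, exact two-sided sign-flip permutation test, the smallest possible; adjusted p = 0.00781 over 16 tests). Replicates 3, 4, 6, 8, 9 and 10 held 0 cells with both, so the size of the ratio depends on the pseudocount. It was −1.85 with a pseudocount of 0.1 and −0.44 with thinned cells. Shuffling Foxa2 among the cells of each library, which takes the bias of small counts into account, gave a mean of −0.18 in place of 0 and a two-sided p of 0.00194 (0.234 at E6.75). The ratio at E7.5 was lower than at E6.75 by −1.04 (exact permutation p = 0.00186, adjusted p = 0.0149 over 8 pairs). Over the libraries with both genes (3 and 11), the difference was −1.21 (exact permutation p = 0.0110, adjusted p = 0.0879), which fails the correction.

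For reference, T and Mesp1 were found together at E7.5 in 120 cells against 98.6 expected (mean log2 ratio 0.37, above 0 in 11 of 11 libraries, adjusted exact permutation p = 0.00781). Foxa2 with Sox17 (0.96, above 0 in 9 of 11) and Mesp1 with Lefty2 (0.87, above 0 in 10 of 11) had adjusted p of 0.0156 and 0.0104 by the same exact test. At E6.75, T with Foxa2 (0.82) and Eomes with T (0.23) were above 0 in 6 of 6 libraries. Their exact p of 0.0312 is the smallest that 6 libraries give, and the adjusted p was 0.0714. The other pairs did not pass at either stage.

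**Figure D3:**
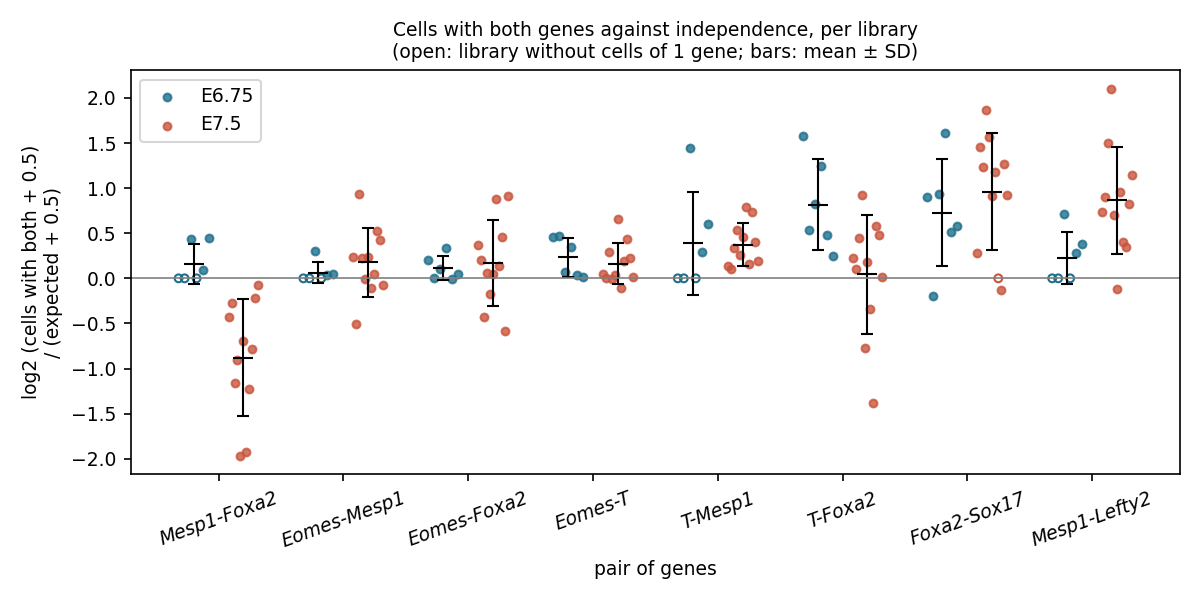
Points give log2 of observed over expected cells with both genes, after adding 0.5 to each (vertical axis), for 8 pairs of genes (horizontal axis), 1 point per library, blue for E6.75 and red for E7.5, with mean ± SD. Open points are libraries in which 1 of the genes was in no cell. For Mesp1 and Foxa2, all 11 E7.5 libraries lie below 0, and the 3 informative E6.75 libraries lie above 0.

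The comparison of Mesp1 with Foxa2 gates at E6.75 addresses which genes differ between cells with 1 of these genes. The gates rest on finding at least 1 transcript and are not lineages. Of the 99 E6.75 cells with Foxa2, 48 were primitive streak-like, 35 epiblast-like and 16 unnamed. Of the 49 with Mesp1, these classes held 30, 15 and 4. Both numbers include cells with both genes, which entered neither gate. Replicates 2_9, 2_13 and 2_14 had 3, 15 and 11 Mesp1-gate cells and 19, 23 and 16 Foxa2-gate cells, with 213798 to 1467740 transcripts per sum. Of 7646 genes tested, 49 differed (edgeR with the library as a block, adjusted p < 0.05), with 36 higher in the Mesp1 gate and 13 lower. The difference had 1 sign in all 3 libraries for 2139 genes, or 27.98%, where chance gives 25%, and for 42 of the 49. Leaving no cells out before gating gave 180 genes, with 136 lower, so the number rests on which cells are excluded. Without replicate 2_9, whose Mesp1 gate held 3 cells, 127 genes differed. DESeq2 gave 18, all among the 49, of which 88.9% were higher against 73.5% of the 49.

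Under the naming rule, Efna3, Snai1, Frzb, Cdh11 and Lhx1 were the genes most raised in the Mesp1 gate, with log2 fold changes of 2.85 (SE 0.296), 2.81 (SE 0.270), 2.74 (SE 0.292), 2.66 (SE 0.302) and 2.25 (SE 0.457) and edgeR adjusted p of at most 0.0246. Snai1 had 165 ± 42.6 CPM in the Mesp1 gate and 23.3 ± 12.8 CPM in the Foxa2 gate (SD, n = 3). Pkdcc, Trh, Eras, Msmo1 and Gatsl2 were the lowest under this rule, at −1.95, −1.83, −1.82, −1.81 and −1.54, with edgeR adjusted p of at most 0.0477. Of 9 fixed genes tested, 5 differed, and 6 adjusted over the list alone. Lefty2 (3.06, SE 0.464, adjusted p = 0.00151), T (2.04, SE 0.204, adjusted p = 3.35e-05) and Mixl1 (1.48, SE 0.320, adjusted p = 0.0412) were higher in the Mesp1 gate. T and Mixl1 had the same sign in all 3 libraries, while Lefty2 did not. Fgf5 (−1.14, SE 0.199, adjusted p = 0.00797) and Sox2 (−0.97, SE 0.202, adjusted p = 0.0307) were lower. Pou5f1 (−0.33, adjusted p = 0.440) passed over the list alone, and Eomes (0.28), Nanog (−0.37) and Otx2 (−0.39) passed neither way.

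At E7.5, 8 libraries had at least 3 cells in each gate, with 47099 to 981888 transcripts per sum. Of 4466 genes tested, 220 differed (edgeR with the library as a block, adjusted p < 0.05), with 76 higher in the Mesp1 gate and 144 lower. The sign was shared by all 8 libraries for 227 genes, or 5.08%, where chance gives 0.781%, and for 133 of the 220. By the naming rule, Foxc2, Pcdh19, Lefty2, Phlda2 and Crabp1 were the genes most raised in the Mesp1 gate, with log2 fold changes of 5.95 (SE 0.422), 5.52 (SE 0.232), 5.38 (SE 0.330), 3.74 (SE 0.179) and 3.47 (SE 0.279) and edgeR adjusted p of at most 6.31e-09. Lefty2 had 248 ± 110 CPM in the Mesp1 gate and 7.39 ± 8.61 CPM in the Foxa2 gate (SD, n = 8). Foxa1, Cldn6, Cldn7, Ap1s3 and Apela were the lowest by this rule, at −4.96 (SE 0.385), −3.69 (SE 0.215), −3.03 (SE 0.324), −2.92 (SE 0.270) and −2.91 (SE 0.297), with edgeR adjusted p of at most 5.13e-07. Cldn6 (chromosome 17, 23679249 to 23682446, plus strand) had 46.5 ± 34.4 CPM in the Mesp1 gate and 497 ± 222 CPM in the Foxa2 gate. Of 6 fixed genes tested, 3 differed, and 3 adjusted over the list alone: Lefty2 (above), Otx2 (−1.62, adjusted p = 0.000118) and Nanog (−1.41, adjusted p = 0.00305). Eomes (−0.60), T (−0.56) and Pou5f1 (−0.06) did not differ. T passed under 4 alternatives, reversed under 1 and stayed short under 14, and Eomes passed under 2 and stayed short under 17. The T difference of single libraries ranged from −2.13 to 4.82 on the scale of log2 of CPM + 1, so its sign was not shared.

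Gene lists address which programs differ between the gates. At E7.5, mesoderm (camera adjusted p = 2.80e-34), mesenchymal (1.42e-14), WNT pathway (0.00148) and FGF pathway genes (0.0212) were higher in the Mesp1 gate. Epithelial (camera adjusted p = 5.62e-37) and endoderm and axial genes (1.55e-16) were lower. Of 5 WNT pathway genes tested, 3 were higher and 2 lower and only Lef1 differed, and of 4 FGF pathway genes, 2 were higher and 2 lower and only Fgfr1 differed, so these calls rest on few genes. The 6 calls hold under fry, with adjusted p of at most 0.0304. Of 12 mesoderm genes tested, 10 differed, all higher, and 10 did so adjusted over the list alone (median log2 fold change 2.20). All 8 epithelial genes tested differed and were lower (median −2.13), and 5 of 6 endoderm and axial genes differed. The NODAL pathway list was not called (camera adjusted p = 0.583), and its median (−0.011) and mean (−0.042) were negative while camera gave it as higher.

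At E6.75, mesoderm (camera adjusted p = 1.83e-33), mesenchymal (4.19e-28) and WNT pathway genes (3.21e-15) were higher in the Mesp1 gate and epithelial genes (3.24e-06) lower. Under fry, the WNT pathway call holds (adjusted p = 0.0412), while the mesoderm, mesenchymal and epithelial calls do not (0.150, 0.135 and 0.334). Of 8 mesoderm genes tested, 5 differed over all genes and 8 adjusted over the list alone. The endoderm and axial (camera adjusted p = 0.0753), FGF pathway (0.420) and NODAL pathway (0.925) lists were not called.

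The gate-by-stage interaction addresses which differences between the gates changed from E6.75 (3 libraries) to E7.5 (8 libraries). Of 7649 genes tested, 29 changed (edgeR, adjusted p < 0.05), with 3 more positive and 26 more negative at E7.5. Ranges of the libraries' differences did not overlap for 100 genes, or 1.31%, where chance gives 1.21%, and 12 of these were among the 29. On simulated data, 12.2% of interaction calls were false. DESeq2 gave 22 genes, of which 18 were among the 29, and without the library block 3 genes were left. Without E6.75 replicate 2_13, 16 genes changed, without 2_14, 19, and without E7.5 replicate 4, 16.

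Cldn6 changed by −2.72 (SE 0.339, edgeR adjusted p = 3.58e-05), from −0.90 at E6.75 to −3.69 at E7.5. Frzb (chromosome 2, 80411970 to 80447625, minus strand) changed by −2.28 (SE 0.427, adjusted p = 0.00569), from 2.74 to 0.39. Slc16a1, Flrt3 and Apln changed by −2.09, −2.45 and −2.08 (edgeR adjusted p of at most 0.0304), and the Flrt3 change was 0.46 when no cells were left out before gating. Crabp1, Lef1 and Gja1 changed by 3.45 (SE 0.620), 1.69 (SE 0.315) and 1.07 (SE 0.2499), with edgeR adjusted p of 0.00554, 0.00569 and 0.0446. Gja1 lost its call under 11 alternatives and kept it under 11. Flrt3 lost its call under 10, reversed under 1 and kept its call under 11. Of 10 fixed genes tested, 1 changed over all genes and 5 adjusted over the list alone. The 1 was T, at −2.55 (SE 0.538, edgeR adjusted p = 0.0198), from 2.04 at E6.75 to −0.56 at E7.5. The T call was lost under DESeq2 (adjusted p = 0.998), without the library block (0.759) and without replicate 2_14 (0.193). Sox17 (−4.66), Lefty2 (2.45), Otx2 (−1.12) and Nanog (−0.98) passed over the list alone but not over all genes (edgeR adjusted p of at least 0.238). Eomes (−0.90), Mixl1 (−1.06), Pou5f1 (0.33), Fgf5 (−0.68) and Sox2 (−0.81) passed neither way.

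**Figure D4:**
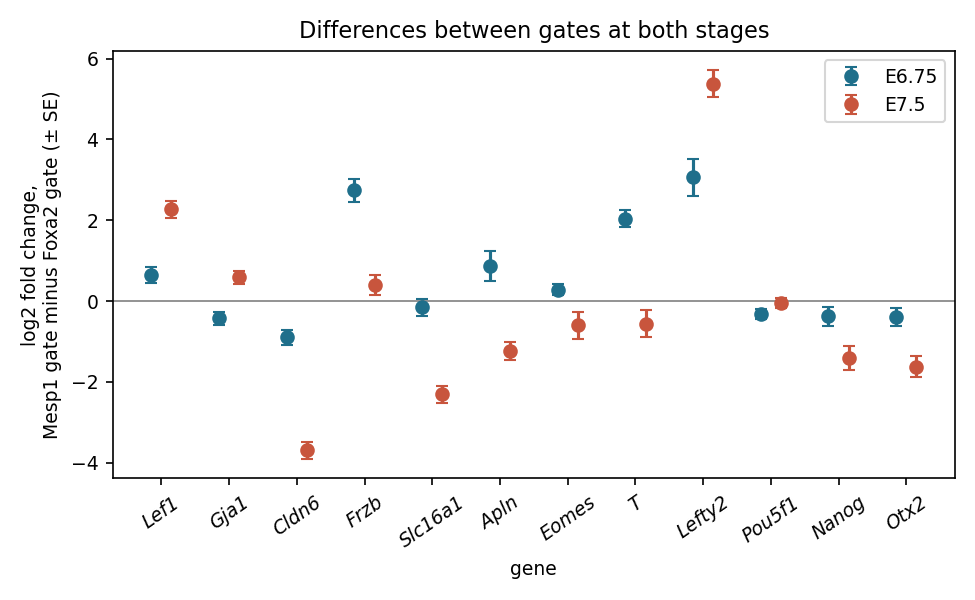
Points give the log2 fold change, Mesp1 gate minus Foxa2 gate, with its standard error (vertical axis) for genes named in the interaction test and tested at both stages (horizontal axis), blue for E6.75 (n = 3 libraries) and red for E7.5 (n = 8). Cldn6 was −0.90 at E6.75 and −3.69 at E7.5, and Frzb was 2.74 and 0.39.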

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

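The tests of carry-over from any adjacent library, of Sox2 without extraembryonic classes, of co-detection with expected numbers within 3 classes of depth, and of low counts behind the Irx3, Irx5, T, Ap1s3 and Cldn7 values were chosen only after the results were seen. The other tests of this part were chosen first.

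Of 90 groups of 4 to 10 libraries tested for a single library far from the rest (Dixon's test), 10 had one. Chance gives about 1 in 20 groups, or 4.5 here, so some of the values that follow are to be expected by chance alone.

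E6.75 replicate 2_12 lay apart in 4 measures. Its share of extraembryonic ectoderm-like cells was 8.24%, and its thinned share of cells with Sox2 was 30.6%. In epiblast-like cells, its log2 of CPM + 1 was 7.53 for Sox2 and 2.15 for Sall3. Extraembryonic ectoderm expresses Sox2, so a surplus of these cells was tested as the cause of the Sox2 share. Without visceral endoderm-like and extraembryonic ectoderm-like cells, the share in 2_12 was 26.7%, still above the 12.5% to 17.9% of the other 5 libraries, which argues against that cause as the whole of it. Whether an incomplete removal of extraembryonic tissue or a difference between embryos lay behind the share of extraembryonic ectoderm-like cells stays open. The labels give no group within E6.75, so no biological explanation was tested, and none was tested for Sall3.

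In epiblast-like cells of E7.5 replicate 10, log2 of CPM + 1 was 2.06 for Irx3 and 2.87 for Irx5, below the other libraries. The sum of 8 cells held 3 transcripts of these genes, where the lowest level among the other libraries predicts 26.2 (Poisson chance 1.35e-08). Counting noise alone is thus an unlikely source, but transcripts of 8 cells are not independent draws, so a chance set of cells cannot be told apart from a difference between embryos. T had a value of 0 in E7.5 replicate 8, from 7 cells. It had 0 transcripts where 4.30 are predicted (Poisson chance 0.0136), and the same limit holds. Otx2 was 7.43 in E7.5 replicate 2, the lowest of the 9 libraries, and no explanation was tested for it.

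Between gates at E7.5, replicate 12 had the most negative differences for Ap1s3 (−8.24) and Cldn7 (−7.80), on the scale of log2 of CPM + 1. Its Mesp1 gate held 3 cells with 0 transcripts of either gene. The size of these differences may therefore reflect a count of 0 in a small sum.

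For 9 named genes, the difference between Mesp1 and Foxa2 gates changed from E6.75 to E7.5 by the interaction test. The log2 changes were 3.45 for Crabp1, 1.69 for Lef1, 1.07 for Gja1, −2.72 for Cldn6, −2.45 for Flrt3, −2.28 for Frzb, −2.09 for Slc16a1, −2.08 for Apln and −2.55 for T. Of 60 splits of the 11 libraries into 3 and 8, drawn from 165 possible ones with the real one included, only the real one (1 of 60) gave as many as 29 genes, and the next gave 6. Chance assignment of libraries to stages is therefore an unlikely source of the number of genes. Still, 27 of the 59 other splits gave at least 1 gene, against 2 of 99 for the comparison of stages. Single calls of the interaction can thus arise under a wrong assignment of libraries. The simulated share of false calls (12.2%) came from data with more changed genes than the 29 called here. The share of false calls among these 29 may therefore differ from it. Stage, protocol and collection changed together. The E7.5 Foxa2 gate drew in part on definitive endoderm-like and node and notochord-like cells, which had no cluster at E6.75. Of the 61 E7.5 cells with Foxa2, 14 and 12 were in these classes, 16 were epiblast-like, 8 primitive streak-like and 8 paraxial mesoderm-like. Whether a change lay within a lineage or in which cells hold Foxa2 was not tested. The biological difference that the labels name, the stage, stays open.

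The log2 co-detection ratio of Mesp1 and Foxa2 was lower at E7.5 than at E6.75 by −1.04. The simulated bias of −0.20 at E7.5 and −0.065 at E6.75 under independence covers a small part of this difference. Depth was tested as a source of the E6.75 ratio, with expected numbers taken within 3 classes of depth, and the mean became 0.12, which leaves the sign but decides nothing among 3 libraries. At E7.5, the same alternative gave −0.73. Stage and protocol cannot be told apart here either.

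Transcripts appeared under barcodes that a library did not use. Their share was at most 1.06% at E6.75 (replicate 2_13) and 3.29% at E7.5 (replicate 10). In these libraries, 6 unused barcodes (up to 8766 transcripts) and 4 unused barcodes (up to 3346) reached the minimum depth of a kept cell. Carry-over from the library made with the complementary barcodes would give each unused barcode a count that follows that library's depth. With 1 partner library fixed for each, it was the best match for 9 of 15 libraries, where chance gives 3.83. With any library of an adjacent number or the same prefix, it was so for 12 of 15, where chance gives 5.33. The other 2 libraries with kept cells, 2_13 and 2_14, had no second candidate and were not counted. Unused barcodes of 2_13 followed its only candidate weakly (rank correlation 0.203), so the source of its deep unused barcodes stays open. Carry-over between libraries prepared or sequenced together may thus be a source in other libraries, and a like leak into used barcodes was not measured. No biological explanation applies to unused barcodes.

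ERCC spike-in transcripts numbered 86064 in E6.75 replicate 1_10 and 97018 in 1_11, and at most 16 in any other library. The labels mention no spike-ins. The pattern follows the first number in the titles, as a difference in preparation would, and no explanation was tested.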

How the results depend on the processing

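The alternatives that left out a library from the interaction, thinned to 10000 transcripts, took expected numbers within 3 classes of depth, or used T cells or libraries with both genes only were chosen after seeing the data. All others were chosen first. No paired analysis was possible because the stages share no replicate numbers, and the gates were blocked by library.

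Under alternatives other than leaving out single libraries in turn, 142 values of the main results were the same. A further 12 were weaker, 15 stronger, 10 moved and 2 reversed. The same meant an unchanged direction and side of the threshold for tests, and a move of less than the spread for class shares. For numbers of genes it meant within a factor of 1.5 of the main number, whichever genes were called. For single named genes, 758 such values were the same, 54 weaker, 17 stronger and 10 reversed. Of the values that were the same, 123 for named genes and 27 for main results equalled the main value to 6 digits, 89 and 5 of them with cells rich in Kcnq1ot1 left out, which removed 0 cells and could change nothing. Leaving out single libraries gave 920, 30, 7 and 12 for named genes, and 151, 3, 3 and 0 for main results. Where no cause is given below, the cause was not tested.

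Thinning to 2000 transcripts left 610 genes between stages and 272 in epiblast-like cells, with 2837 and 1168 genes tested in place of 9998 and 7818. It moved the log2 fold changes between stages by a median of 0.10 over the genes tested both ways, while DESeq2 moved those of the 5 gene comparisons by medians from −0.049 (interaction) to 0.0066 (E7.5 gates). Without a filter on low counts, the gates differed in 135 genes at E6.75 and 733 at E7.5 and the interaction had 70, with more genes tested. DESeq2 gave 18 genes at E6.75 (16 higher, 2 lower). With no cells left out before gating, E6.75 had 180 genes (44 higher, 136 lower) and the interaction 44 (24 higher, 20 lower), and the endoderm and axial list was called at E6.75 (adjusted p = 1.23e-25). These results depend on visceral endoderm-like cells by construction. With visceral endoderm left out by marker transcripts, the counts were 120, 108 and 45 for E6.75, E7.5 and the interaction. This cut left 286 of 543 cells at E6.75 and 231 of 429 at E7.5, so it removed many cells of other classes. At least 5 cells per gate gave 127 at E6.75, which left out replicate 2_9. Gates of at least 2 transcripts gave 13 for the interaction. No library block gave 13 at E6.75 (12 higher, 1 lower) and 3 for the interaction. For the mesoderm, mesenchymal and epithelial lists at E6.75, fry gave adjusted p of 0.150, 0.135 and 0.334.

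Without single libraries, the counts ranged from 3403 to 3920 between stages, 1746 to 2068 in epiblast-like cells, 42 to 127 for the gates at E6.75, 172 to 281 at E7.5 and 16 to 33 for the interaction. Co-detection ranged from 0.105 to 0.196 at E6.75 and −0.960 to −0.770 at E7.5. Differences in shares ranged from 8.78 to 11.2 points for Mesp1, 24.2 to 28.8 for T, −4.51 to −1.59 for Foxa2 and −15.6 to −9.38 for Eomes, and depth from −5.97 to −4.67.

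Co-detection at E6.75 reversed to −0.0402 with visceral endoderm left out by marker transcripts and to −0.0547 without cells above 3 times the median depth; neither value was past a threshold. The Mesp1 share difference was 1.86 points with at least 2 transcripts. The Foxa2 difference was −6.09 with prefix 2 alone and −7.46 thinned to 10000, both past the threshold. It was −1.15 with visceral endoderm-like and extraembryonic ectoderm-like cells left out and −0.095 thinned to 1000, both short of it. The Eomes difference was −30.6 without thinning, −11.9 thinned to 1000, −18.5 to 4000 and −27.1 to 10000, all past the threshold, unlike at 2000 (exact permutation p between 0.00436 and 0.0391). Depth differed by −2.50 with the mean in place of the median. It differed by −0.19 in kept cells, which leaves out the shallow barcodes.

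At resolution 0.5, definitive endoderm-like cells at E7.5 moved to 0% and node and notochord-like to 6.09%. At resolution 2, epiblast-like cells at E6.75 were 35.9%. With both stages clustered together, epiblast-like were 73.2% and primitive streak-like 6.48% at E6.75, and epiblast-like 1.41%, definitive endoderm-like 0% and node and notochord-like 6.02% at E7.5. With at least 1000 transcripts, epiblast-like were 35.3% and unnamed 45.2% at E6.75.

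No reversed gene was called in its comparison except Flrt3. Mixl1 between stages reversed to 0.10 (DESeq2) and ranged from −0.28 to 0.68 without single libraries, above 0 without 2_13, 2_14 or E7.5 replicate 3, 4, 7, 8, 11 or 12. Eomes in epiblast-like cells reversed to −0.039 (1000 transcripts) and ranged from −0.093 (without replicate 6) to 0.60 without single libraries, and it reversed in the E6.75 gates to −0.081 (marker transcripts). In these gates, Nanog ranged from −0.77 to 0.15 (without 2_13) and Otx2 from −0.73 to 0.11 (without 2_14). In the E7.5 gates, T reversed to 0.28 (DESeq2) and Pou5f1 to 0.065 (no filter), 0.14 (marker transcripts), with a range of −0.10 to 0.0085 (without replicate 7). In the interaction, Mixl1 and Fgf5 reversed to 0.043 and 0.091 (2 transcripts), Flrt3 to 0.46 (no cells left out) and Sox2 to 0.48 (5 cells). Of the genes named in the interaction, only Cldn6 was called under all alternatives run (adjusted p of at most 0.00869). Calls were lost under 11 alternatives for Gja1, 10 for Flrt3, 6 for Apln, 5 for T, 4 each for Crabp1, Lef1 and Slc16a1 and 3 for Frzb. In the E6.75 gates, the call of Lhx1 was lost under 5 alternatives and those of Gatsl2, Mixl1, Msmo1, Pkdcc and Sox2 under 4 each.

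Leaving out cells rich in Kcnq1ot1 is thus void. So are leaving no cells out in the E7.5 gates and a minimum of 1000 transcripts in the E6.75 gates, where no log2 fold change of a named gene changed. At E7.5, 723 of 1152 barcodes were under the minimum depth.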

Other observations

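The tests of equal depth, of the prefix and of older embryos for the Mesp1 libraries, and the test of single deep cells with both genes, were chosen only after the results were seen. The splits of the libraries and the other tests of this part were chosen first.

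Other splits of the libraries were fitted in the same way, each time with edgeR. Between stages, 100 of 12376 possible splits were drawn with the real one included, and 1 of them, the real one, gave as many as 3879 genes, with 532 in the next. For epiblast-like cells, 1 of 100 (from 5005) gave as many as 2094, with 396 in the next. For the gates, the gate names were exchanged within libraries. At E7.5, 1 of 100 (from 128) gave as many as 220 genes, with 126 in the next. At E6.75, 1 of the 4 possible splits gave as many as 49, with 10 in the next, and a share of 1 in 4 cannot decide against chance.

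Mesp1 cells were found in 3 of 6 E6.75 libraries. Correlations of the Mesp1 share with depth and with the T share were chosen first, as tests of depth and of embryo age. Replicates 2_13 and 2_14 form a separate cluster in T share and depth, which leaves 4 libraries, so neither relation could be tested. These replicates were also the only libraries whose used barcodes lay in alternate pairs. This difference in layout within prefix 2 was not tested as a cause. At an equal depth of 10000 transcripts, Mesp1 was in 0 of 61 cells in 1_10, 0 of 62 in 1_11, 2 of 59 in 2_9, 0 of 57 in 2_12, 15 of 80 in 2_13 and 14 of 84 in 2_14. Shuffling these cells over the libraries gave so uneven a spread with p = 1e-05, the smallest that 100000 shuffles can give. Within the 4 libraries of prefix 2 alone the same shuffle gave p = 0.0004. The spread thus stayed uneven at equal depth and within prefix 2. Both shuffles treat cells as independent, which cells of few embryos need not be. Their p therefore cannot decide between depth or preparation and a sampling of few embryos. Without thinning, the 3 libraries with Mesp1 were those with the highest T shares (chance 0.05 by exact enumeration). At the equal depth this did not hold, since the T share was 12.9% in 1_11 and 8.47% in 2_9. Older embryos in some libraries may lie behind the uneven Mesp1 cells, but embryo ages are not in the labels, and sampling of few embryos per library cannot be told apart from it.

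The 20 E6.75 cells with both Mesp1 and Foxa2 might be pairs of cells in 1 well. The test chosen first, the mean over 3 libraries of log2 median depth of cells with both over cells with 1 of the genes, gave 0.33 (SD 1.15) and decided nothing. Counted by cell, 9 of 20 (45%, 95% exact interval 23% to 68.5%) were deeper than the median cell with 1 of the genes in their library. Pairs of cells as the source of nearly all 20 are therefore unlikely, while pairs behind some of them stay open. Embryos of different age mixed in a library would also raise the ratio. With expected numbers taken within the sexes of a library, it was 0.13, and too few libraries hold both genes to decide.

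Sex was read from Xist against the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. At E6.75, 275 of 279 pairs of neighbouring barcodes (98.6%) had cells of the same sex, where shuffling gives 80.1% (p = 0.0001, the smallest that 10000 shuffles give). At E7.5 it was 46 of 87 pairs (52.9%, shuffled 54.0%, p = 0.631). Replicates 1_10 and 1_11 held 0 female cells. This is consistent with cells of 1 embryo having been placed in neighbouring wells at E6.75, and the number of embryos per library was not determined.

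Immediate early and heat shock genes were tested as a sign that sorting had raised them at E7.5. Their median log2 fold change was −1.86, and no heat shock gene was among those that differed. A stronger immediate early response in the sorted cells is therefore unlikely as a source of differences between stages. A stronger response in the hand-picked E6.75 cells could give this sign and cannot be separated from stage, since stage and collection changed together.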
